A study of Homo sapiens with 12 samples. Its data were reported in "Differential regulation of mRNA fate by the human Ccr4-Not complex is driven by coding sequence composition and mRNA localization" (2021).

How the data were processed

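RNA was sequenced from 12 libraries of HEK293 cells, a human embryonic kidney line. Cells received 30 nM of a control siRNA (siControl) or of siRNA against CNOT1 (siCNOT1) and were harvested after 48 h. Each culture was split into a cytosolic extract, released with digitonin, and an endoplasmic reticulum (ER) extract, released afterwards with a stronger detergent. The labels give 4 groups of 3 replicates: siControl cytosol, siControl ER, siCNOT1 cytosol and siCNOT1 ER.

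The file used is the authors' own comparison table, with 12120 rows and 12110 distinct gene names. It holds, per fraction, the log2 fold change of siCNOT1 over siControl, which the authors obtained with DESeq2 and shrank with apeglm, keeping genes with at least 10 counts in at least 3 samples. It also holds an adjusted p-value per fraction, deposited as DESeq2 gave it to the authors. Shrinkage pulls the fold changes of genes with few counts towards 0, so the values understate the change of weakly expressed genes. DESeq2 size factors, as used by the authors, are relative within a fraction, so a change of all mRNAs alike would be removed. The authors also assigned each gene to an ER-targeted or a cytosolic class by k-means clustering into 2 groups, on the abundance in the control libraries after adjustment with spike-in RNAs. Aligner, counter and genome build are stated for other libraries of the study (hg38 with GENCODE release 28) and not separately for these.

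No column holds values per library. The depth of each library is therefore unknown, no mean, SD or replicate count belongs to any value given here, and replicates could not be compared or left out. The tests fixed before the data were examined (count models per contrast, an interaction model, set tests on the libraries, a replicate block and splits of the libraries) needed such values and could not be run. The comparison of ER with cytosol within each siRNA was likewise not analysed here, apart from the class assignment. The difference between the ER and cytosol changes of a gene was computed as a subtraction, without a standard error, and was not tested gene by gene.

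Gene names EMG1, COG8 and MATR3 have 4 rows each, in which the cytosol and ER values of 2 genes of the same name are crossed. These 12 rows were left out, which leaves 12108. Spreadsheet conversion has turned 18 names into dates; these rows were kept in the class comparisons and are not named. An adjusted p-value is missing for 315 genes in the cytosol, 261 in the ER and 155 in both, and stayed missing. A gene was called when its adjusted p-value was under 0.05.

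Classes were compared with the Kruskal-Wallis test across genes, the test used by the study, with a two-sided permutation p from 100000 shuffles of the class labels. The size of a difference is given as the difference of class medians, with a 95% bootstrap interval over genes from 2000 resamples. Genes are not replicates: these intervals and p-values cover which genes were sampled and not the variation between cultures. The genes move together, so such p-values are smaller than a test across cultures would give.

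Of 9 gene lists written before the data were examined, 8 had at least 3 members in the table; the list of nuclear-retained non-coding RNAs was not analysed here. The median of a list was set against the medians of 10000 random lists of the same size, drawn from all genes, with Benjamini-Hochberg adjustment over the 8 lists and 3 measures. The smallest two-sided p-value this can give is 0.0002. A further 25 gene sets were looked at after the values had been seen, and all 25 were tested and adjusted together.

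Named genes are the Ccr4-Not subunits, members of lists for which a result is given, and for each contrast the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes. The parts of that rule that need expression levels and values per library could not be applied. For the difference between fractions, genes had to be called in a fraction and have both adjusted p-values. One gene that meets the rule is not reported here.

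Positions and sequences came from GENCODE release 44 on hg38. Of the 12120 rows, 11643 matched a gene by symbol and 400 by an older symbol, 59 had no match and the 18 dates were not matched. Transcript GC content and length of the coding sequence (CDS) were taken from the canonical transcript, which 99.7% of the ER-targeted and 99.0% of the cytosolic genes have with a CDS. A second classification used protein sequence alone: a stretch of 19 residues with a mean Kyte-Doolittle hydropathy of at least 1.6 within the first 40 residues, or at least 2 such stretches anywhere. Stratified comparisons used 10 strata of GC content, 3 of CDS length or both, with 2000 permutations within strata. Other alternatives changed the threshold, the rows, the summary and the random lists; all were chosen after the data were examined.

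The class, list, stratified and swap tests, the bootstrap interval of a class difference and the partial correlation were tested on simulated data, all but the last with the 12120 fold changes; the bootstrap intervals of correlations and of list medians were not. A shift of -0.15 put into 2135 genes came back as -0.150 on average and was called in 100.0% of 400 simulations. Without a shift, the permutation test called 7.5% of the 400 simulations at a threshold of 0.05. An earlier run of 40 simulations, which are the first 40 of the 400, had called 12.5%, and the number was raised for that reason. Genes were shuffled and classes drawn at random in these simulations, so the expected rate lies near the threshold by construction. It does not cover real genes, which move together. Unshifted lists of 20 genes were called in 6.25% of 400 draws and shifted lists of 200 genes in 99.8%. In 200 simulations, the test that swaps the changes within genes called 5.5% without a trend and 100.0% with one, and 94.5% of the 95% intervals held the shift. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.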

Results

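CNOT1 is the scaffold of the Ccr4-Not complex, which removes poly(A) tails and starts mRNA decay. The study depleted CNOT1 from HEK293 cells and sequenced RNA of the cytosol and of the ER, in 4 groups of 3 libraries. The question was whether mRNAs that reside at the ER in control cells change their level in either fraction. Values per library were not used here, so no replicate spread accompanies the values below, and depth is unknown.

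CNOT1 mRNA was examined first. In the authors' deposited table its log2 fold change was -2.78 in the cytosol (DESeq2 adjusted p = 7.32e-207) and -3.46 in the ER (DESeq2 adjusted p = 1.45e-189). The CNOT1 gene lies on the minus strand of chromosome 16, from 58519951 to 58629885 (hg38), and its canonical transcript has 49 exons. It had the lowest fold change among called genes in both fractions.

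Other Ccr4-Not subunits, 10 in number, were present, all in the cytosolic class. By the authors' deposited table, the mRNAs of the deadenylase subunits moved apart within both paralog pairs. CNOT6 had a log2 fold change of -0.89 in the cytosol and -0.69 in the ER in the authors' deposited table, whereas CNOT6L had 0.51 and 0.62. For CNOT7 the authors' deposited table gives -0.74 in the cytosol and -0.19 in the ER, where its DESeq2 adjusted p was 0.22. CNOT8 had 0.66 in the cytosol and 0.55 in the ER in the authors' deposited table. Over the 11 subunits, the median change was 0.28 in the cytosol and 0.20 in the ER. Neither differed from random lists (adjusted permutation p = 0.18 and 0.254).

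Across all genes, 5325 of the 11793 with an adjusted p-value in the cytosol were called, 3295 higher and 2030 lower after CNOT1 knockdown. In the ER 4240 of 11847 were called, 2433 higher and 1807 lower. Here and below, higher and lower are relative to the other genes of the fraction. The study reported a global increase in mRNA stability, and read negative fold changes in its ribosome profiling as the smallest increases. A gene called lower may thus not have fallen in absolute amount. The alternative that moved these counts most was a minimum absolute log2 fold change of 0.5, which left 2613 calls in the cytosol and 2292 in the ER. The median change over all genes was 0.06 in the cytosol and 0.03 in the ER.

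The highest changes in the cytosol were those of CHAC1, KLF15 and DDN, with log2 fold changes of 3.78, 2.71 and 2.60 in the authors' deposited table. After CNOT1, the lowest were CARNMT1 and POU5F2, at -1.67 and -1.58 in the authors' deposited table. In the ER the highest were IL12A, CHAC1 and EGR1, which the authors' deposited table lists at 3.53, 3.09 and 2.85. LAMA5 was among the 3 lowest ER changes with CNOT1, at -2.43 in the authors' deposited table.

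A total of 3016 genes were called in both fractions. Of these, 1912 were higher in both, 1062 were lower in both and 42 had opposite directions. Among the 42 genes, 38 were higher in the cytosol and lower in the ER, and 26 belonged to the ER-targeted class. The number depends on the threshold, with 10 genes at an adjusted p-value under 0.01 and 68 under 0.1. The 4 genes lower in the cytosol and higher in the ER were PCNX4, ADM, NDUFA6 and ATP5O, which are named because they are few and were chosen after their values were seen. Across genes, the cytosol and ER changes correlated with a Spearman's rho of 0.697 in the ER-targeted class (95% bootstrap interval 0.672 to 0.720) and 0.827 in the cytosolic class (0.820 to 0.834). Genes are not independent replicates. The contrasts share no library, but both extracts come from the same cultures, so variation between cultures enters both changes and adds to these correlations by an amount that values per library would be needed to measure.

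**Figure D1:**
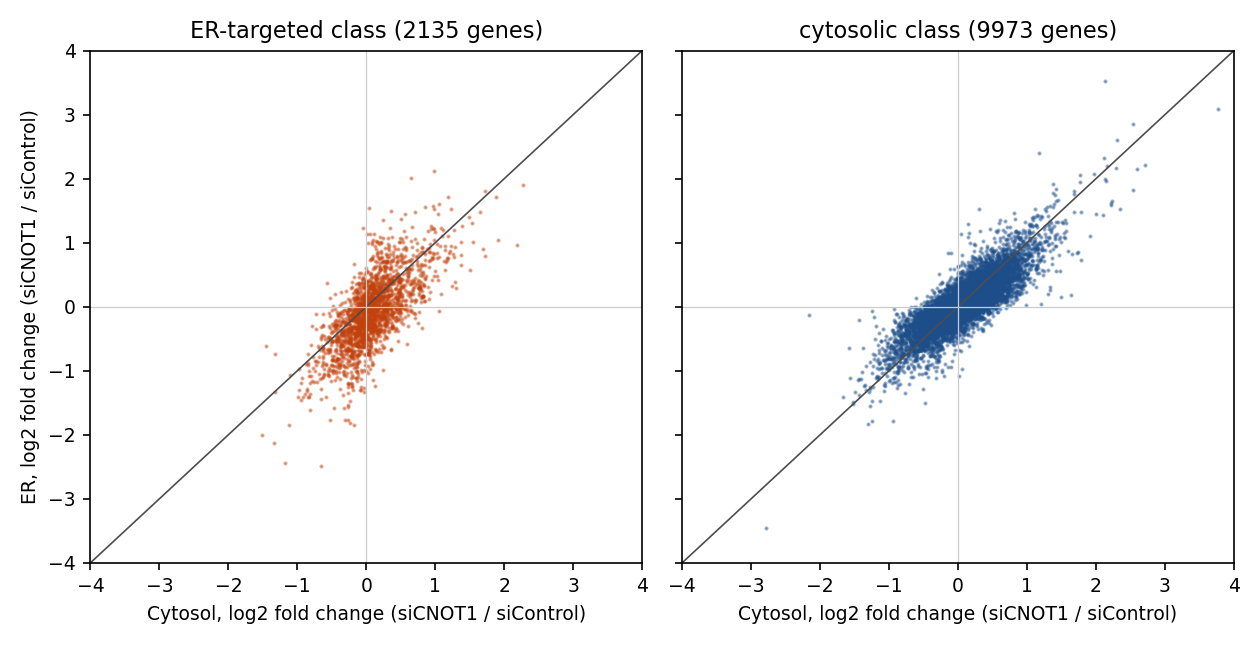
Log2 fold change (siCNOT1 over siControl) in the ER against that in the cytosol, one point per gene, with the ER-targeted class on the left and the cytosolic class on the right; the diagonal marks equal change. The points of the ER-targeted class spread further from the diagonal (rho 0.697) than those of the cytosolic class (rho 0.827).

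The ER-targeted class held 2135 genes (17.6%) and the cytosolic class 9973. In the cytosol, the median log2 fold change was 0.05 in the ER-targeted and 0.06 in the cytosolic class. The difference of -0.01 (95% bootstrap interval -0.03 to 0.00) was not distinguishable by the Kruskal-Wallis test (H = 0.401, permutation p = 0.53). Within strata of GC content and CDS length the cytosol difference was -0.04 (permutation p = 0.0005). In the ER, the median was -0.09 in the ER-targeted and 0.05 in the cytosolic class, a difference of -0.14 (interval -0.17 to -0.12; H = 215, permutation p = 1e-05, the smallest the permutations can give). With classes made from protein sequence alone the ER difference was -0.11.

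The change in the ER minus the change in the cytosol had a median of -0.16 in the ER-targeted and -0.00305 in the cytosolic class. The difference between the classes was -0.16 (interval -0.18 to -0.14; H = 448, permutation p = 1e-05, again the smallest possible). The classes by protein sequence moved this value most, to -0.07. In the ER, 58.2% of the ER-targeted genes and 42.6% of the cytosolic genes had a fold change below 0, against 43.8% and 43.0% in the cytosol. The ER-targeted class also contained genes that rose in the ER: of its 1172 calls, 459 were higher and 713 lower. In the cytosolic class 1974 of 3068 ER calls were higher.

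**Figure D2:**
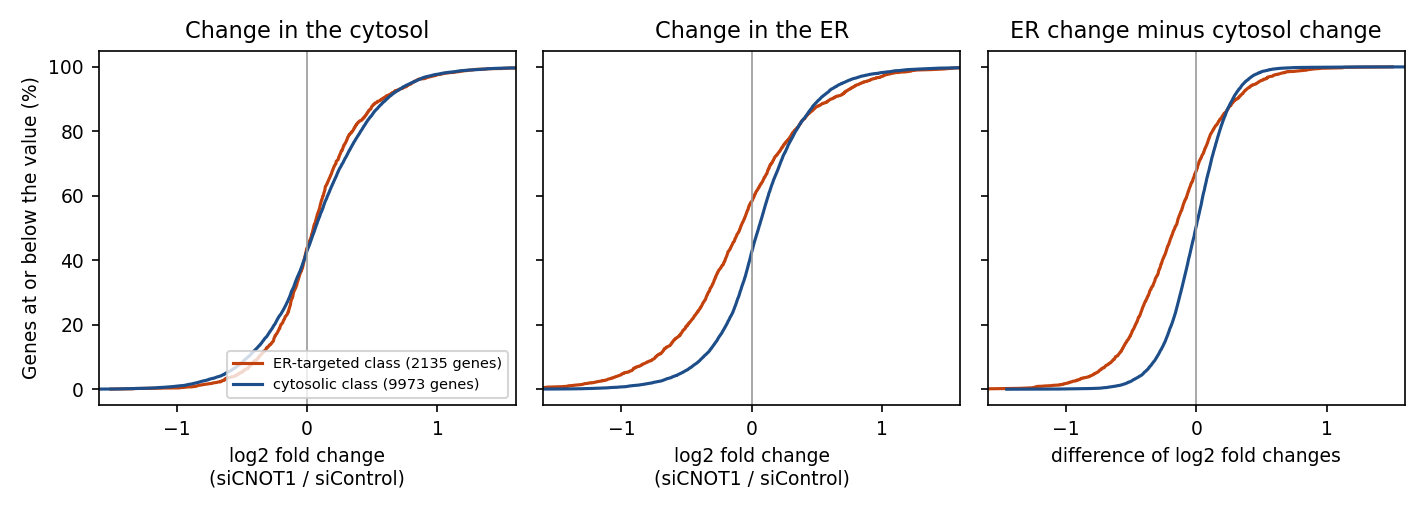
Cumulative distributions over genes of the change in the cytosol, the change in the ER and their difference (x axes, log2 units; y axes, percent of genes at or below the value) for 2135 ER-targeted and 9973 cytosolic genes. The curves nearly coincide in the cytosol and part in the ER, where 58.2% and 42.6% of the genes lie below 0.

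Among called genes, FXYD6 and TLX3 were among the 3 with the lowest ER change minus cytosol change, with -1.50 and -1.45 computed from the authors' deposited table. The highest were IL12A, F3 and SEMA3G, at 1.40, 1.37 and 1.27 from the authors' deposited table. These differences have no test of their own. The changes in each fraction are shrunk separately, so unequal shrinkage can also widen a difference. TLX3 had 1.63 in the cytosol and 0.18 in the ER (DESeq2 adjusted p = 0.376) in the authors' deposited table.

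Gene lists fixed before the data were examined were then compared with random lists. Of 24 tests, 13 had an adjusted permutation p under 0.05, and 11 did when the random lists were matched on class. The 22 secretory and membrane protein markers, all ER-targeted, had a median of -0.02 in the cytosol (adjusted permutation p = 0.412) and -0.42 in the ER (adjusted permutation p = 0.0006), and a median difference between fractions of -0.36 (adjusted permutation p = 0.0006). Against random ER-targeted lists the last of these did not pass (adjusted permutation p = 0.0764). The 20 cytosolic and nuclear protein markers, all in the cytosolic class, had 0.06 in the cytosol and -0.11 in the ER, and their difference of -0.18 also lay below that of random lists (adjusted permutation p = 0.034).

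The 13 mitochondrially encoded mRNAs were all in the ER-targeted class. Their median change was -0.45 in the cytosol (adjusted permutation p = 0.00144) and -0.34 in the ER (adjusted permutation p = 0.00524), the latter no longer passing against random ER-targeted lists (adjusted permutation p = 0.183). Their difference between fractions was -0.03 (adjusted permutation p = 0.969). The 19 unfolded protein response targets rose by a median of 0.35 in the cytosol (adjusted permutation p = 0.0212) and 0.18 in the ER (adjusted permutation p = 0.171), a contrast between fractions that was itself not called (median difference -0.09, adjusted permutation p = 0.412). The 13 signal recognition particle and translocon mRNAs had -0.05 in the cytosol and 0.12 in the ER, neither called, and a median difference of 0.29 (adjusted permutation p = 0.0006). The members of this list went both ways, 8 with a difference above 0 and 5 below, from -0.52 to 0.50, and their mean was 0.08.

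Cytosolic ribosomal protein mRNAs, 80 in number, had medians of -0.57 in the cytosol and -0.31 in the ER, with a difference of 0.24 (adjusted permutation p = 0.0006 for each). The 400 ZNF zinc finger mRNAs had -0.16 in the cytosol and -0.10 in the ER (adjusted permutation p = 0.0006 for both), and a difference of 0.03 (adjusted permutation p = 0.00107). Both lists were in the cytosolic class throughout. Ribosomal protein genes have many processed pseudogenes and ZNF genes many close relatives, so their values are uncertain where counting could split reads.

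**Figure D3:**
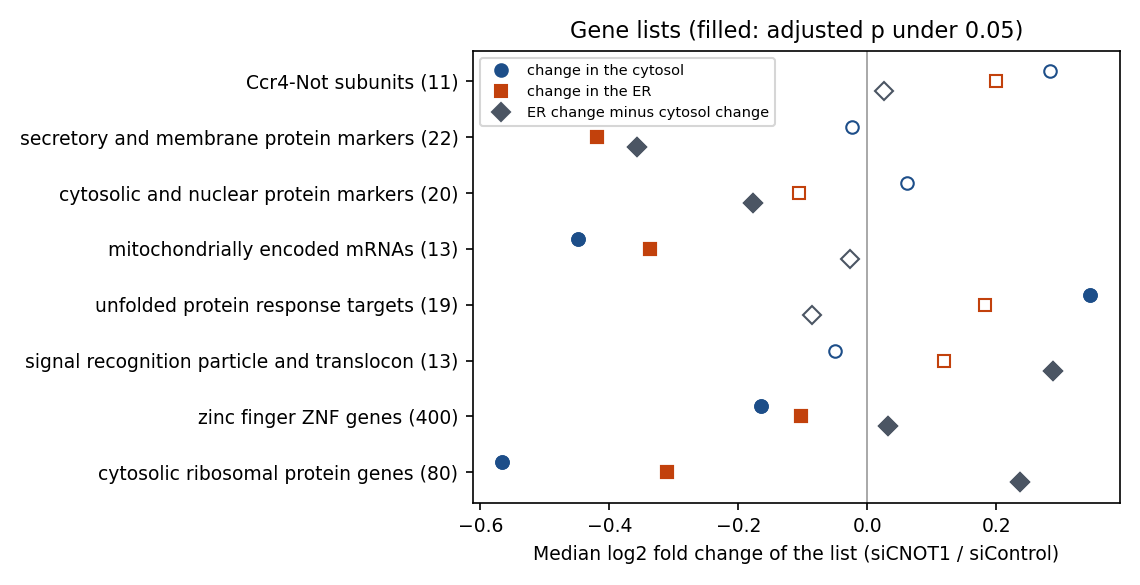
Median log2 fold change (x axis, siCNOT1 over siControl) of the 8 gene lists (y axis, with the number of genes present) in the cytosol (circles), in the ER (squares) and for the ER change minus the cytosol change (diamonds). Filled symbols mark the 13 tests with an adjusted permutation p under 0.05; secretory markers lie at -0.42 in the ER and -0.02 in the cytosol.

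The changes were also related to transcript GC content, a comparison chosen after the data were examined. In the ER-targeted class, Spearman's rho across 2129 genes was 0.218 for the cytosol change, -0.101 for the ER change and -0.404 for their difference. In the cytosolic class the values across 9876 genes were 0.246, 0.0305 and -0.396. The median difference between fractions went from 0.05 in the lowest of 10 GC strata to -0.38 in the highest for the ER-targeted class, and from 0.15 to -0.08 for the cytosolic class.

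**Figure D4:**
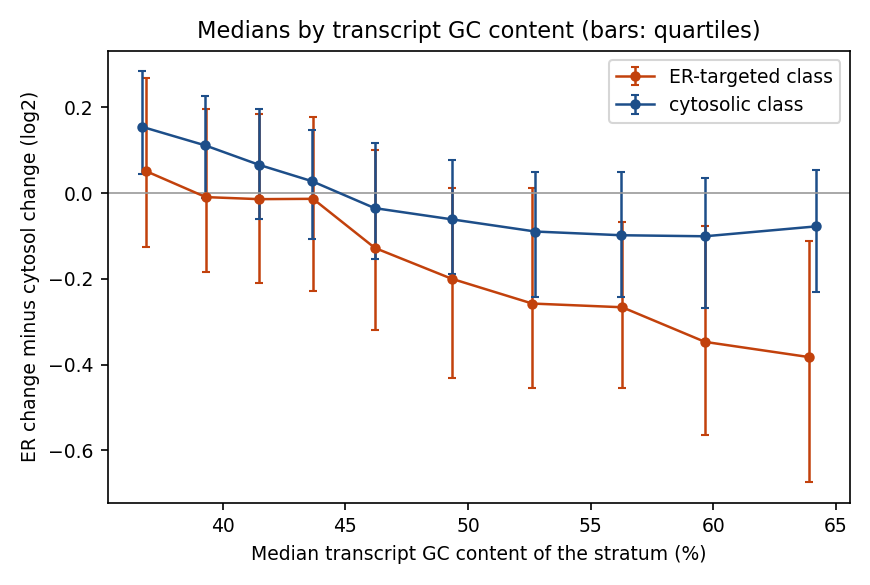
Median ER change minus cytosol change (y axis, log2 units; bars are quartiles over genes) in 10 strata of genes by transcript GC content (x axis, percent), for each class. The ER-targeted class goes from 0.05 to -0.38 and the cytosolic class from 0.15 to -0.08.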

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

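All tests in this part were chosen after the results were seen, except that the list comparisons, and the carry-over, expression level, normalization and control-library explanations, were written down before the data were examined; the versions of these that need values per library were replaced by what the table allows.

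The class difference was larger in the ER than in the cytosol. Permuting the class labels on the ER change minus the cytosol change gave a difference of class medians of -0.16, beyond all permutations. Stronger shrinkage alone of the cytosol fold changes of ER-targeted mRNAs is argued against by the signs, which shrinkage keeps. The share of genes below 0 differed between the classes by 0.768 percentage points in the cytosol, against 15.6 in the ER. Few counts would blur the signs as well, so a poorer measurement of this class in the cytosol is not excluded. Of its 2135 genes, 2053 had an adjusted p-value in the cytosol and all had one in the ER. GC content and CDS length do not account for the whole difference, which was -0.14 within their strata (permutation p = 0.0005). A scaling factor per library moves both classes alike, so the normalization of the ER libraries cannot make the difference of -0.14 in the ER change; it leaves open whether the ER-targeted class fell or the cytosolic class rose.

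Part of the class difference may come from how the classes were made, since the control libraries used for the classes are also the denominators of the changes. Noise in those libraries would then give ER-targeted genes a lower ER change and a higher cytosol change. Classes made from protein sequence alone do not depend on this noise, and their difference between fractions was -0.0750 (permutation p = 0.0001), which argues against noise as the whole cause but is well short of the -0.161 of the authors' classes. The sequence classes are also an imperfect stand-in, with 68.7% of genes with segments and 5.55% of those without in the ER-targeted class. The ER-targeted mRNAs without predicted segments had a median difference of -0.22 (95% bootstrap interval -0.26 to -0.19), further from 0 than the -0.14 (interval -0.16 to -0.12) of those with segments, and cytosolic-class mRNAs with segments had -0.00253. The ER changes of ER-targeted mRNAs were nearly equal (-0.10 without and -0.08 with segments), and their cytosol changes were 0.07 and 0.04. In the cytosolic class the ER change was 0.06 without and -0.02 with segments, and the cytosol change 0.07 and -0.03. Set against that class, the ER-targeted mRNAs without segments lay further down in the ER than those with segments. In the cytosol, the mRNAs without segments were at nearly the same level in both classes. Noise in the control ER libraries alone thus stays possible as a source of this order. Selection by noise in the control libraries and an effect of actual ER residence that the sequence does not capture cannot be told apart without values per library.

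Carry-over of cytosol into the ER extract of the siCNOT1 cultures could also lower all ER-resident mRNAs. It would lower the mitochondrially encoded mRNAs as well, and their median difference between fractions was -0.0263. Against random ER-targeted lists this was not distinguishable (permutation p = 0.253 with 13 genes). The 95% bootstrap interval of that median, from -0.10 to 0.15, leaves out the -0.164 of the ER-targeted class. These mRNAs were lower in both fractions, however, with medians of -0.45 in the cytosol and -0.34 in the ER. Their difference between fractions therefore cannot decide on carry-over. Carry-over would also place cytosolic markers above all ER-resident mRNAs; at -0.18 they lay above the secretory markers (-0.36) and below the mitochondrially encoded mRNAs. The comparison with the mitochondrially encoded mRNAs is undecided for the reason above, so carry-over cannot be told apart from a loss of ER-targeted mRNAs. The paper checked the separation of the fractions by western blot for both siRNAs. That check is of proteins and gives no amount of mRNA carried over. The expression level of the classes cannot be matched without levels per gene; among genes with an adjusted p-value in both fractions the ER difference was -0.15. An effect of CNOT1 depletion on ER-targeted mRNAs remains open beside these. For this class the paper also reported lower translational efficiency and lower protein synthesis, which are other measures than the mRNA level per fraction.

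The correlation with GC content differed between the fractions in both classes. Swapping the 2 changes at random within genes, the correlation in the ER minus that in the cytosol was -0.32 in the ER-targeted and -0.22 in the cytosolic class (permutation p = 0.0001 each, the smallest possible here). A GC bias of the libraries that differs only between fractions cancels, since each change compares the siRNAs within a fraction. A GC bias that differs between the siRNAs, and does so unequally in the fractions, would act on any part of the transcript. At a given third-position GC content, the partial correlation with 3′ UTR GC content was -0.209 in the ER-targeted and -0.187 in the cytosolic class. At a given 3′ UTR GC content, that with third-position GC content was -0.0665 and -0.0924. Both stay below 0, and the untranslated sequence carries more of the trend in ER change minus cytosol change. In the cytosol change alone, third-position GC content had the larger partial correlation (0.143 and 0.0962, against -0.00526 and 0.0418 for 3′ UTR GC content). In the ER change the signs were opposite, with -0.144 and -0.0576 for 3′ UTR GC content and 0.0751 and 0.0453 for third-position GC content. A library bias and an effect of codon content thus cannot be told apart. A bias in the libraries may therefore contribute to any result on ER change minus cytosol change for lists of extreme GC content.

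Among the lists, 5 differed between fractions. The secretory and membrane protein markers (-0.36) follow the class they belong to, and against lists matched on class alone they were not called, while against lists matched also on GC content and CDS length they were. The signal recognition particle and translocon mRNAs had a median of 0.29, which was called against lists matched on class, GC content and CDS length, but 5 of the 13 lie below 0 and the mean is 0.08, so the list has no common direction. The ZNF mRNAs (0.0323) kept their call against the same matched lists, with a very small median. The cytosolic and nuclear protein markers had -0.18, which goes against a division of the effect by class alone. No explanation of it was tested beyond matched lists, against which it kept its call. HSP90AB1 and HSPA8 belong to these markers and also to the heat-shock set described below.

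Ribosomal protein mRNAs were higher in the ER change than in the cytosol change, with a median difference of 0.24. They are short, and in the cytosolic class, to which they belong, the difference falls with CDS length (rho -0.261) and GC content (rho -0.396), but matched random lists reached a median of only 0.05 (permutation p = 0.0002, the smallest possible). GC content in 10 strata and CDS length in 3 strata thus do not give the whole difference. Lists matched this coarsely can still hold longer mRNAs than these, so CDS length itself is not excluded. Reads shared with pseudogenes were not tested, and a biological cause stays open.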

How the results depend on the processing

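All alternatives run were chosen after the data were examined. The planned ones (another count model, other normalizations, count filters, pseudocounts, each library left out, other class definitions from the libraries, classes and changes from different replicates, matching on expression, and other set tests) need values per library and were not run; for the same reason no other splits of the libraries were counted. No paired analysis was possible because the columns hold comparisons and carry no replicate numbers. How far one culture decides any value is therefore unknown.

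The class differences in the ER change and in ER change minus cytosol change kept their direction and their call under all 9 alternatives that were run for each. The class difference in the cytosol, which was not called, changed: it was 0.00429 with means in place of medians, on the other side of 0 and not called, and it was called at -0.0330 within strata of GC content, -0.0265 within strata of CDS length, -0.0415 within strata of both and -0.0595 with classes by hydrophobic segments. Higher GC content goes with higher cytosol changes and with the ER-targeted class, so the GC strata remove a trend that works against the difference; for the means, the CDS length strata and the sequence classes the cause was not tested.

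A minimum absolute log2 fold change of 0.5 lowered the calls to 2613 in the cytosol and 2292 in the ER, and the genes called in opposite directions to 1, by its construction. The latter were 10 at an adjusted p-value under 0.01 and 68 under 0.1. Centring each fraction on its median over all genes moved no call across 0, because the smallest absolute change of a called gene (0.17 in the cytosol, 0.21 in the ER) exceeds those medians, so this setting tested nothing.

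Among the 48 list results under matched random lists, 39 kept direction and call, 3 were weaker, 1 was stronger and 5 had the opposite sign. The 5 were not called under either setting: the cytosolic markers in the cytosol (-0.00168 matched on class and -0.0427 matched also on GC content and CDS length, as list median minus random lists), the mitochondrially encoded mRNAs between fractions (0.14 and 0.11) and the Ccr4-Not subunits between fractions (-0.00880). The mitochondrially encoded comparison changes sign because the ER-targeted class it is matched to lies lower; for the others the cause was not tested.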

Other observations

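The tests in this part were all chosen after the results were seen, and the sets in it come from 25 that were looked at.

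The mRNAs of paralogous deadenylase subunits changed in opposite directions. CNOT6 with CNOT6L and CNOT7 with CNOT8 parted in both fractions, and in 3 of the 4 pair-by-fraction comparisons both genes were called. Reads shared between the paralogs would pull a pair the same way, so they are argued against. A candidate explanation is compensation between the subunits, or off-target effects of the siRNAs on CNOT6 or CNOT7; neither was tested.

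Of the 75 tests on the 25 sets, 27 had an adjusted permutation p under 0.05 against random lists from all genes and 17 against lists matched on class, GC content and CDS length. With so many sets moving, a call for one set is weak evidence of anything particular to it.

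One of these sets, 55 mRNAs of nuclear-encoded mitochondrial matrix and inner membrane proteins, was written down after GLDC and ALDH18A1, which are ER-targeted, and HSPD1 had been seen. Its 52 members in the cytosolic class had a median ER change minus cytosol change of -0.20, against -0.05 for matched random lists (permutation p = 0.0002, the smallest possible), and without HSPD1 the values were -0.20 and -0.05 (permutation p = 0.0002). The difference was below 0 for 41 of the 52 and above 0 for 11. Within a fraction the members went both ways in the authors' deposited table: 23 were below 0 and 29 above in the ER (6 called lower and 9 called higher), and 12 were below 0 and 40 above in the cytosol (1 called lower and 23 called higher). The medians, 0.05 in the ER (permutation p = 0.746) and 0.17 in the cytosol (permutation p = 0.328), were not distinguishable from matched lists, so neither a fall in the ER nor a rise in the cytosol can be named as the source of the difference for the set. GC content and CDS length, as matched in 10 and 3 strata, are argued against as the whole cause of that difference. Loss of whole mitochondria from the ER extract stays open: the mitochondrially encoded mRNAs fell in the ER in 13 of 13 cases, with a median of -0.34, but also in the cytosol, and the 95% bootstrap interval of their median difference, from -0.10 to 0.15, covers members that go both ways. No biological explanation was tested, and the set was picked out of the 25 after its values were seen. Against matched lists, complex I NDUF mRNAs went the other way with a median of 0.18 (adjusted permutation p = 0.00136), and mitochondrial ribosomal protein mRNAs (0.11, adjusted permutation p = 0.0822) and mitochondrial aminoacyl-tRNA synthetase mRNAs (-0.22, adjusted permutation p = 0.185) were not called.

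Heat-shock mRNAs, 11 in the table, rose by a median of 0.73 in the cytosol and 0.62 in the ER, and their median ER change minus cytosol change was -0.45 (adjusted permutation p = 0.00136 each, matched lists). Of the 11, 7 had a difference below 0 and 4 above, and the mean was -0.29. HSPD1 and HSPE1 encode mitochondrial chaperones, and HSPD1 is also in the mitochondrial set. HSP90AB1 (-0.52) and HSPA8 (-0.49), which are among those below 0, are also cytosolic and nuclear protein markers. The results for the heat-shock set and for those markers are therefore not independent. The near-identical HSPA1A and HSPA1B were at 2.22 and 2.35 in the cytosol in the authors' deposited table and may share reads; the values above count them as separate genes. The matched lists had a median ER change minus cytosol change of -0.02, so matching on GC content and CDS length did not give the median of the set. No other explanation was tested.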
